A study of Mus musculus with 6 samples. Its data were reported in "Single cell analysis revealed that two distinct, unique CD4+ T cell subsets were increased in the small intestinal intraepithelial lymphocytes of aged mice" (2024).

How the data were processed

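RNA of sorted T cells was measured on Toray 3D-Gene mouse oligonucleotide 24k arrays with 1 dye, Cy5, read at 635 nm. The series holds 6 arrays and 1 array per group: CD3+CD4+ T cells from IEL and SP of young (5 weeks) and old (89 weeks) mice, and the 2 further old IEL fractions cd27cd28 and others. Per the labels, the T cells of 4 to 6 mice stood behind each group, and it is not stated whether they were pooled. The scanner read each array at 3 gains, which its software merged into 1 scale; these deposited values are intensity of the spot median and of the local background, with no background subtracted. The value table deposited by the authors holds normalised intensity on a linear scale with a median of 25 per array, and its values were recovered from the scanner intensities as follows: the mean of 384 blank spots, with 5% of them left out at each end, was subtracted from the spot median, probes above that mean by more than 2 SD of the blank spots counted as detected, and each array was multiplied by 1 factor to bring the median of its detected probes to 25. The authors' exact detection rule is not known. The recovered values correlated with those of the authors with a Pearson r of 1 on every array, with a median absolute log2 difference between 0.00337 and 0.00911, and 18 to 50 probes per array were detected in 1 source only. The recovered values were used throughout.

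Between 72.2% and 85.1% of the 23473 probes were detected per array. The number of arrays limits the precision: with 1 array per group no test, SD or replicate check is possible, and the 2 positive controls with 24 spots each measure spot error only, with a log2 SD between 0.0797 and 0.212. Probe names came from the array design, and 20556 symbols were looked up by Entrez ID in the reference gene table without any being changed. A single symbol was found for 20690 probes, 0 probes had several and 2783 have no named gene here, so they counted in totals but could not be named. These cover 19321 genes, of which 1283 have more than 1 probe; probes of a gene were averaged on the log2 scale for gene values. The array files name no genome build, so no coordinates are given.

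There were 6 comparisons: old against young in SP, old against young in IEL, the difference of these age differences, IEL against SP in young and in old mice, and cd27cd28 against others. Each is a log2 difference between arrays over probes detected on every array compared. A probe was called higher or lower when it differed by more than 2-fold and the brighter array had a signal over 100, the thresholds that the study states for its arrays. Probes detected on 1 of 2 arrays were left out of the counts and given as bounds, against the lowest detected signal of the dimmer array. The 32 gene lists, with 510 genes of which 57 have no named probe here, were fixed before the data were examined but after the paper had been read, so lists of receptors, cytokines, chemokines, cytotoxic and T helper genes hold genes that the study named from these same arrays. The median log2 difference of a list was set against 10000 random lists of the same size, drawn from 20 bins of mean signal so that signal was matched, and was called above or below the random lists past the 97.5th or 2.5th percentile; this describes the arrays and is not a test of animals.

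Genes were named by a rule fixed before the data were examined: the 10 largest differences in each direction for both age comparisons and the 6 largest for the others, among genes with a signal over 100 on the brighter array; for bounds, the 3 brightest in each direction; the genes that the study's text names from its arrays; the sort markers Cd3e and Cd4; and up to 4 members with the largest difference per list. Predicted genes and clones were passed over. Genes named in captions and in the closing section outside this rule were chosen after their values were seen.

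Alternatives were quantile normalization, scaling to a common 75th percentile, normexp background correction with an offset of 50 (limma 3.58.1 in R 4.3.3), 16 added before log2, no signal minimum or one of 200, a 3-fold threshold, undetected probes set to the lowest detected signal, the value table of the authors, the brightest probe per gene, and random lists without matching. Leaving the genes that the study names out of the lists was added after the data were seen. The steps were tested on simulated data whose only noise was spot error (log2 SD 0.127), with changed probes drawn from those with a signal over 100. Of 100 probes per comparison given a log2 change of 1.5 or 2.5, between 97% and 100% were recovered and 0 unchanged probes were called. Of 40 shifted lists of 15 genes per comparison 40 were called, and of 40 unchanged lists at most 3. Such noise leaves out differences between animals and between arrays and the error of dim probes. These shares therefore check the steps only and give no rate of false calls for the real arrays. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used, and plots were drawn with matplotlib 3.10.9.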

Results

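CD4+ T cells were profiled from 2 sites of male mice, the spleen (SP) and the epithelium of the small intestine, where T cells known as intraepithelial lymphocytes (IEL) sit between the gut epithelial cells. Per the labels the mice were aged 5 weeks (young) or 89 weeks (old), where the methods of the study give a slightly lower age for the old mice, and the cells of each group were hybridised to 1 array of 23473 probes. 4 arrays hold IEL and SP CD4+ T cells of young and old mice, sorted as CD3+CD4+ with a purity above 98%. A further 2 arrays hold old IEL fractions that the labels call cd27cd28 and others and describe as unused in the study; the labels do not give the gates of these fractions, so their names are used as given. The signal was above the blank spots for 17347 probes on the young IEL array, 18459 on young SP, 16943 on old IEL, 19201 on old SP, 19784 on cd27cd28 and 19975 on others. Between 4361 and 5261 probes per array had a normalised signal over 100, where the median of the detected probes is 25. Across 5961 probes, log2 signals of young and old arrays correlated with a Pearson r of 0.955 in IEL and 0.957 in SP, and the IEL and SP arrays with an r of 0.858 in young and 0.876 in old mice; probes are not independent replicates. Each group has 1 array, so neither p-values nor a spread between animals can be had, and every difference described here is one between 2 arrays. Repeated control spots within an array gave a mean SD of 0.127 on the log2 scale, or 0.180 for a difference of 2 arrays, which covers spot error alone. Correcting each spot by a model of its local background (normexp) changed the sign of 38 of the 254 gene differences described, 30 of them over 2-fold before or after, and put 10 of the 192 list medians on the other side of the middle of the random lists, and the local background itself tracked the signal of its spot with a Pearson r between 0.899 and 0.946.

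The comparison of old with young SP CD4+ T cells asks how age changes helper T cells of a lymphoid organ. The profile of the old spleen was marked by higher expression of cytokine, chemokine, follicular helper and heat shock genes. Sostdc1, which encodes a secreted inhibitor of BMP and Wnt signalling, had a signal of 1338 in old and 7.41 in young mice, a log2 difference of 7.50. Il21, the cytokine by which follicular helper T cells act on B cells, went from 3.35 in young to 203 in old mice (5.92). The transcription factor gene Bhlhe40 was 21.1-fold higher, the stress-inducible chaperone gene Hspa1a 18.0-fold, the neutrophil chemokine gene Cxcl2 17.9-fold and Rgs16, a brake on G protein signalling, 14.2-fold. C2cd4b (4.78), Sccpdh (4.54), Cpne7 (4.12) and Baiap3 (4.10) complete the 10 largest log2 increases with a brighter signal over 100. On the lower side in old mice, the tetraspanin gene Tspan9 had the largest difference, from 259 to 28.8 (-3.16). It was followed by Phxr4 (-2.22), the interferon-induced antiviral gene Oas2 (-2.20), Ssbp2 (-1.86), Klrd1, which encodes the CD94 subunit of NK receptors (-1.79), Pdlim4 (-1.68), Lypd6b (-1.55), the mitochondrial glycerol phosphate dehydrogenase gene Gpd2 (-1.49), Itm2a (-1.43) and the microtubule regulator gene Stmn1 (-1.40). Among probes above the blank spots in 1 of the groups only, Serpina9 was at least 61.9-fold, Slfn5os at least 28.1-fold and Slc35e4 at least 13.7-fold higher in old mice, whereas Rragb was at least 24.5-fold, Trhde at least 9.02-fold and Bche at least 4.97-fold lower. Apart from Serpina9 (151), their signals on the brighter array were under 100, down to 10.6 for Bche.

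Effector genes were higher as groups. Of 7 cytokine genes with signal over 100, 6 were over 2-fold higher and 0 lower in the old spleen, with a list median of 0.62; Ifng, the signature cytokine of Th1 cells, went from 169 to 2379, Il4 was 3.23, Il10 2.69 and Tnf 1.48 on the log2 scale, and Il18 was 1.29 at a signal of 34.6 in old mice. All 4 chemokine genes over 100 were over 2-fold higher (median 3.05), among them Xcl1 (3.73), Ccl5 (3.70) and Cxcl10 (3.36); the dimmer Ccl3 and Ccl4 had differences of 2.74 and 3.63. Chemokine receptor genes had 3 of 6 members over 2-fold higher (median 0.62), with Cxcr5, the receptor that guides T cells into follicles, at 3.67, Cxcr3 at 3.07 and Ccr6 at 1.40. In the follicular helper (Tfh) list 6 of 9 genes were higher (median 1.19), Pdcd1 (PD-1) by 2.83. The Th1 list had 3 of 5 members higher (median 0.67, Il12rb1 2.10), the Th17 list 3 of 3 (median 0.95, Batf 1.41), the Th2 list 1 of 3 (median 0.51) and the regulatory T cell (Treg) list 4 of 7 (median 1.11), with Ctla4 at 2.40 and the folate receptor gene Izumo1r at 1.48. With undetected probes set to the lowest detected signal the Th17 median was 0.25, among the random lists at a percentile of 96.2, and with 16 added before log2 so was the Th2 median (0.17, percentile 93.3). Inhibitory receptor genes had a median of 0.46 with 2 of 4 higher, while Lag3, a dim member, was at 1.64. Costimulatory receptor genes had a median of 0.51 with 3 of 7 higher, Tnfrsf4 (OX40) by 1.60, Icos by 1.19 and Tnfrsf9 (4-1BB) by 1.16, next to 0.60 for Cd27 and -0.06 for Cd28, the latter at 0.01 after quantile normalization. Cytotoxic effector genes had a median of 0.70, with 1 of 5 over 2-fold higher, the granule gene Nkg7 at 2.82. Genes of intraepithelial residence had a median of 0.63 and 3 of 5 higher, among them Litaf (2.15), Il2rb (2.11) and Rgs1 (1.74), whereas Cd8a was at 0.71 and Cd200r2 at 0.34. Several of these lists hold genes that the study picked from these arrays, so they are not independent evidence of direction, and without the picked genes the medians of the inhibitory receptor (0.32), cytokine (0.29) and Th2 lists (0.33) were among the random lists, at percentiles of 94.9, 95.7 and 93.6.

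Activation and stress genes were also higher in the old spleen. The NF-kB list had 4 of 10 members over 2-fold higher (median 0.87), with Nfkbiz at 1.55, Nfkb2 at 1.30, Nfkbid at 1.07 and Traf1 at 1.02. Immediate early genes, which T cells induce within minutes of stimulation, had 4 of 12 higher (median 0.77), with Dusp1 at 1.59 and Fos at 1.41. Heat shock genes had 4 of 8 higher (median 0.92), with Hspb1 at 2.24 and Hspa8 at 1.07 beside Hspa1a. The glycolysis list had a median of 0.64 and 1 of 9 higher, the glucose transporter gene Slc2a1 (1.05). T cell identity genes had a median of 0.30, with Zap70, the kinase that relays the T cell receptor signal, at 1.34 and Cd6 at 1.20, and the sort markers Cd3e at 0.18 and Cd4 at 0.57. Against random lists without matching, this list lost its call above them, at a percentile of 96.55. Naive and central memory genes lay below the random lists with a median of -0.21 and no member over 2-fold lower, Satb1 at -0.79 and the lymph node exit receptor gene S1pr1 at -0.43. The interferon response list was lower too (median -0.13), with Rsad2 at -0.72 and Irf7 at -0.44. Ribosomal protein genes had a median of -0.17, which became 0.07 after quantile normalization, within the random lists. The medians of the NK receptor (0.08), senescence (0.11), proliferation (0.10) and housekeeping (0.05) lists lay among the random lists, and each changed sign under quantile normalization, 75th percentile scaling or both; oxidative phosphorylation had -0.06. Of the markers of other cell types, the myeloid and antigen-presenting list was above the random lists at 0.37, with 1 of 2 members higher, Cd74, the MHC class II chaperone, from 18.2 to 100.4. The list for CD8ab and gamma delta T cells was below them (-0.41), and those of epithelium (0.18), B cells (0.22), erythroid cells (-0.03), stroma (0.17) and NK and innate lymphoid cells (-0.21) were among them. With 16 added before log2 the CD8ab and gamma delta list was among the random lists as well (-0.13, percentile 4.74). In total 219 probes were over 2-fold higher and 61 over 2-fold lower among 5301 probes with signal over 100, and 18 lists lay above and 4 below the random lists. Normexp turned the majority, with 251 higher and 363 lower, or 40.9% higher against 78.2%, among the 1613 probes that then had a signal over 100. It also turned the direction of Fos (-0.52), Icos (-0.0089), Il12rb1 (-0.082), Klrd1 (0.029), Litaf (-0.10), Tnfrsf4 (-0.059) and Tnfrsf9 (-0.23) and, without a call before or after, of Cd27, Cd28, Cd8a, Il18, Irf7 and S1pr1, and the naive, costimulatory, intraepithelial residence, NF-kB, interferon, Th1, ribosomal, myeloid and CD8ab lists were then among the random lists. Quantile normalization moved the median of all probes by -0.11 and 75th percentile scaling by -0.12.

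The same age comparison in IEL CD4+ T cells asks whether helper T cells of the gut epithelium change in the same way. In old IEL, genes for NK receptors and their adaptors were higher and genes of cell division were lower. Klre1, which encodes an NK receptor subunit, was 44.8-fold higher in old mice, at a signal of 494, and the NK receptor genes Klra5 and Klrd1 were 18.6-fold and 16.3-fold higher. Fcer1g, the signalling adaptor of Fc and NK receptors, went from 200.2 to 2807 (3.81), and Cd244a, which encodes the receptor 2B4, from 169 to 1499.6 (3.15). Cd8a, whose homodimer marks activated gut T cells, had a log2 difference of 3.59 as the mean of 2 probes. Beside Klre1, Klra5, Klrd1, Fcer1g and Cd8a, the 10 largest increases were Hspa1a (3.98), the actin-severing protein gene Scin (3.46), the receptor gene Cd200r2 (3.42), the phospholipase gene Plcg2 (3.37) and the insulin receptor substrate gene Irs2 (3.31). Reg3b, an antimicrobial lectin made by gut epithelium, had the largest difference on the lower side, from 446 to 15.1 (-4.89), and the Th17-attracting chemokine gene Ccl20 went from 175 to 26.3 (-2.73). The other 8 of the 10 were genes of mitosis and DNA synthesis: Troap (-3.01), Pbk (-2.70), Depdc1a (-2.67), Sgo1 (-2.63), Tk1 (-2.61), Tpx2 (-2.61), Ccnb2 (-2.59) and Ccna2 (-2.56). Rasgrf1 was at least 89.1-fold, Fam205c at least 56.5-fold and Csprs at least 13.5-fold higher in old IEL, being above the blank spots there only, and Gcg was at least 23.8-fold, Olfr814 at least 9.38-fold and the mitotic gene Tacc3 at least 9.14-fold lower. Apart from Rasgrf1 (206) and Fam205c (131), the brighter signals of these genes were under 100, down to 22.8 for Tacc3.

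By list, NK receptor and heat shock genes were higher and proliferation genes lower. Of 8 NK receptor and adaptor genes with signal over 100, 6 were over 2-fold higher and 0 lower in old IEL, with a list median of 0.61. Without the genes that the study's text names from these arrays the median was 0.41, above the random lists. The study had also drawn its NK receptor theme from these arrays, so the reduced list is not independent evidence either. Of 21 proliferation genes over 100, 17 were over 2-fold lower and 0 higher, with a median of -1.92, and Top2a, the topoisomerase of dividing cells, was at -2.52. Heat shock genes had a median of 0.89 with 3 of 7 higher, including Dnajb1 (1.58) and Dnaja1 (1.44). Intraepithelial residence genes had 5 of 14 members over 2-fold higher (median 0.20), with Cd200r1 at 2.21 and Litaf at 1.25, inhibitory receptor genes 2 of 6 (median 0.29), cytotoxic effector genes 1 of 10 against 1 lower (median 0.16), and chemokine genes 2 of 6 against 1 lower (median 0.29). Granzyme A (Gzma) went from 2898 to 7898 (1.45), whereas Gzmk was at -1.18; Ccl4 went from 888 to 3494 (1.98), Ccl3 was at 1.69, Xcl1 at 0.89 and the dim Cxcl2 at 1.43. These 4 lists hold genes picked by the study and are not independent evidence of direction; without the picked genes the medians were 0.04, 0.12, 0.10 and 0.05, all among the random lists at percentiles of 91.3, 92.8, 93.9 and 83.7. Quantile normalization alone put the cytotoxic (0.17) and chemokine medians (0.21) among the random lists too, as did undetected probes set to the lowest detected signal (0.11 for both), and with normexp the cytotoxic median was -0.26. Normexp gave -3.16 for Gzma and -1.69 for Xcl1, the opposite direction, and put the chemokine and inhibitory receptor medians among the random lists, the latter also with 16 added before log2 (0.07, percentile 93.4). The paper checked some of its array genes by qPCR. It reports more Gzma, Cd8a, Lag3, Fcer1g and Cd200r2 in old IEL CD4+ T cells, and no rise of Ctla4 or Ifng with age there.

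By list median, genes of the Th1 and follicular helper programmes were lower in old IEL. The Th1 list had 3 of 6 members over 2-fold lower (median -0.74), the interleukin 18 receptor subunit gene Il18rap at -1.61, Cxcr3 at -1.09 and Il12rb1 at -1.01, although Ifng itself was at 0.59, which normexp turned to -1.43. Cxcr3 and Il12rb1 were under 2-fold with either other scaling. The Th1 genes Tbx21 (783 in young, 736 in old IEL) and Stat4 (796 and 678) differed by less than 2-fold. The Tfh list had a median of -0.65, with 2 of 4 lower (Il21 -1.16, Sh2d1a -1.10) and 1 higher (Cxcr5 1.35). The Th2 list had a median of -0.60, below the random lists, with 0 of 2 members over 2-fold lower and the dim Il4 at -1.40. This call was lost without the genes picked by the study (-0.34, percentile 11.3), with 16 added before log2 (-0.17, percentile 12.8), with undetected probes set to the lowest detected signal (-0.34, percentile 4.44) and with normexp (-0.086, percentile 16.4). Interferon response genes (median -0.52, Irf9 -1.21, Isg20 -0.87), NF-kB genes (median -0.46, Nfkbiz -1.55, Nfkb2 -0.70) and naive genes (median -0.54, Satb1 -1.04, Nsg2 -0.83, the lymph node homing receptor gene Ccr7 -0.82) also lay below the random lists. Cytokine genes as a list were among them (median -0.23), with 3 of 6 members lower, Il10 at -1.25 and Il17f at -1.13, Tnf at -0.06, which became 0.04 under either other scaling, and Il18 at 0.92 with a dim signal. The Th17 (-0.17), Treg (0.14), chemokine receptor (-0.10) and costimulatory lists (-0.21) and T cell identity (-0.11) were also among the random lists, and without the genes picked by the study the Treg median was 0.46, above them; the chemokine receptor median was 0.00 under either other scaling. Senescence and cell cycle inhibitor genes had a median of -0.39 at a percentile of 3.15, with 3 of 5 lower, including the nuclear lamina gene Lmnb1 (-1.45), Gadd45b (-1.05) and the senescence-linked galactosidase gene Glb1 (-1.01). The list gives no direction for each gene, so its median does not measure senescence, here or in the other comparisons. Cd27 was dim on both arrays (39.8 and 38.5) and Cd28 was at -0.16, Ctla4 at -0.50, the dim Lag3 at 0.66, Cd3e at 0.32 and Cd4 at -0.13; normexp gave -1.24 for Cd28 and -1.70 for Ctla4, both over 2-fold lower. No marker list of another cell type was apart from the random lists: epithelium -0.15, B cells 0.08, NK and innate lymphoid cells 0.08, and CD8ab and gamma delta T cells -0.40, the last with Cd8b1, the partner chain of conventional CD8 T cells, at -1.48. These lists can exclude little. In the order given, only 2 of 21, 1 of 8, 0 of 7 and 1 of 4 measured genes had a signal over 100. Among 4809 probes over 100, 129 were over 2-fold higher and 180 over 2-fold lower (167 and 546 of the 1768 probes over 100 with normexp), and 6 lists lay above and 7 below the random lists. The share of higher probes among these was 41.7%, against 53.3% with 75th percentile scaling, 53.1% with quantile normalization and 23.4% with normexp, so the direction of the majority depends on the processing; 75th percentile scaling moved the median of all probes by 0.11. Under normexp, Cxcr3 (0.63), Il10 (0.19), Il12rb1 (0.61), Il17f (0.026) and Tnf (0.36) turned upward, and the naive, NF-kB, interferon, Th1 and Tfh lists were among the random lists.

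**Figure D1:**
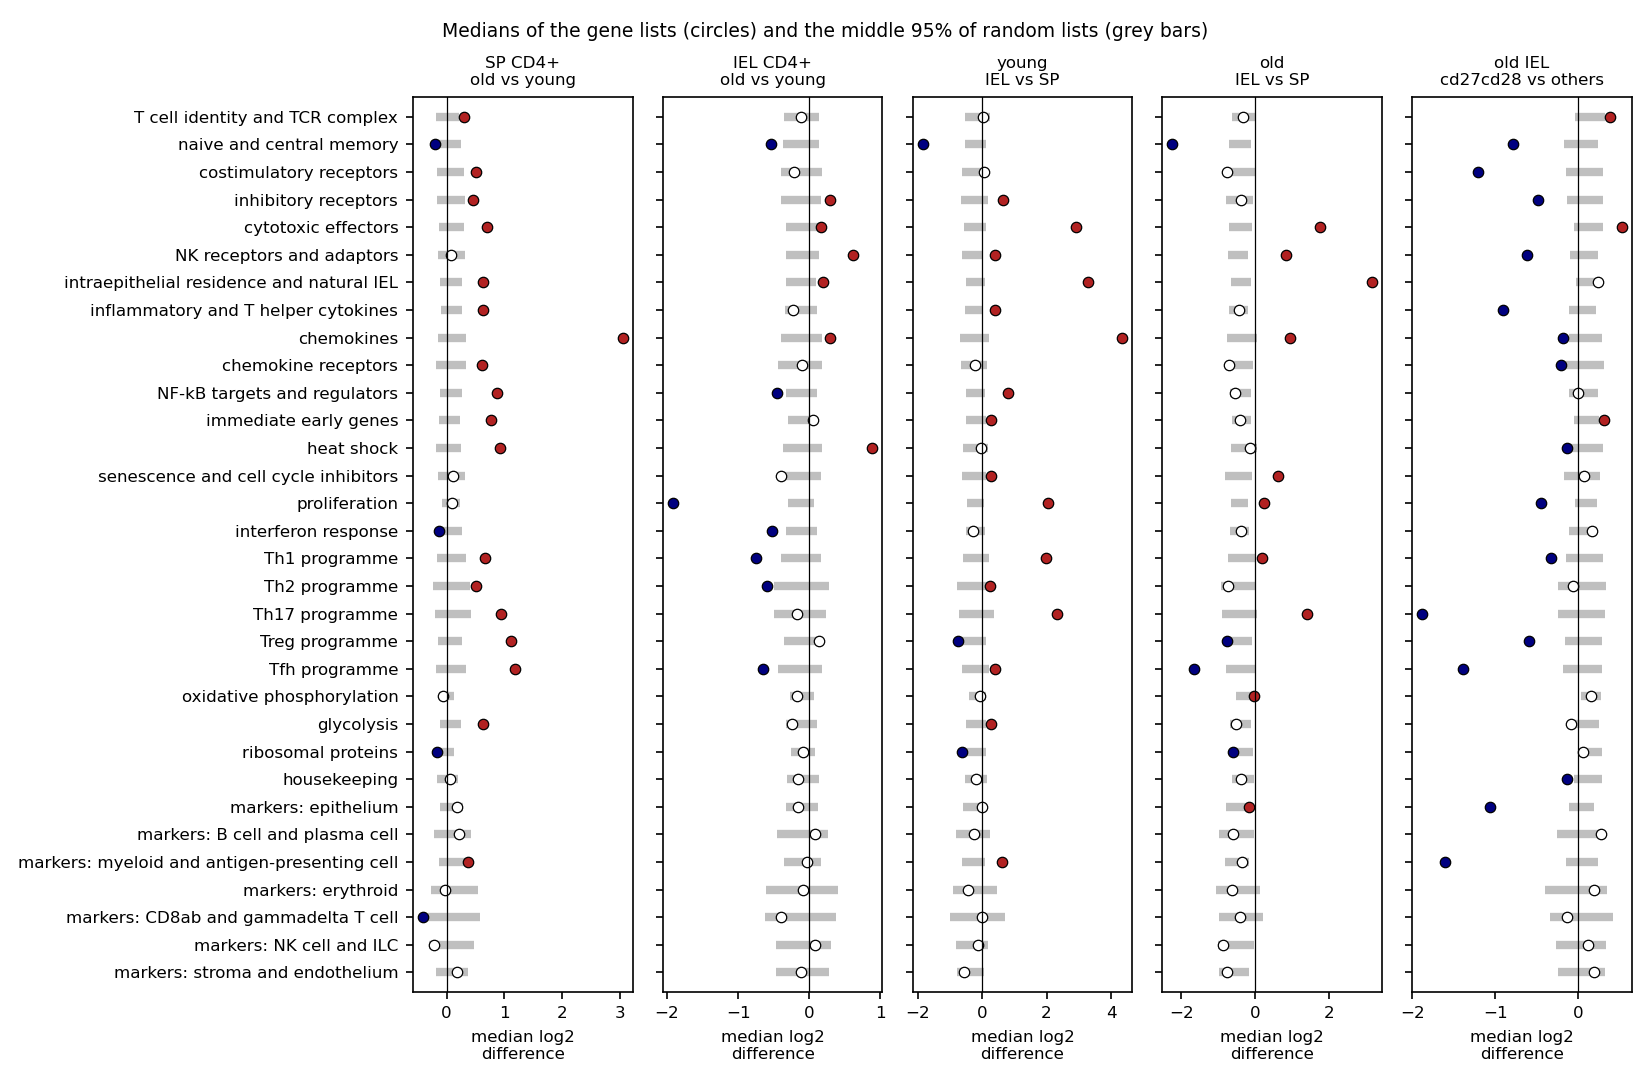
The x axes give the median log2 difference of each gene list for 5 comparisons, 1 per panel and with a different range in each panel, and grey bars span the middle 95% of 10000 random lists of matched signal. Filled circles lie outside the bars, red above and blue below, with proliferation at -1.92 and NK receptors at 0.61 in old against young IEL.

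Setting the age difference of IEL against that of SP asks which age differences belong to the gut epithelium. NK receptor genes stood out on the IEL side: Klrd1 was at -1.79 in SP and 4.03 in IEL, Klra5 at -1.56 and 4.22, and Klre1 at 0.12 and 5.49. In SP, Klra5 was dim on both arrays (8.98 in young and 3.04 in old mice), and normexp turned the direction of Klrd1, so neither decrease there is secure. Tspan9 (-3.16 in SP, 2.09 in IEL), Phxr4 (-2.22 and 2.25) and Ssbp2 (-1.86 and 2.04), which were among the largest decreases of the old spleen, were higher in old IEL. Helper cytokine genes stood out on the SP side: Il21 was at 5.92 in SP and -1.16 in IEL, a difference of -7.08, and Il10 at 2.69 and -1.25. Sostdc1 (7.50 and 1.04), Gzmk (4.57 and -1.18), C2cd4b (4.78 and -0.14), the secreted ribonuclease gene Rnase4 (a difference of -4.89, with -1.89 in IEL) and Bhlhe40 (4.40 and -0.30) were also relatively higher in SP. Of the other genes the study names, the IEL difference exceeded that of SP by 3.44 for Fcer1g, 3.09 for Cd200r2, 2.67 for the brighter Cd8a probe and 1.37 for Gzma, and was below it, with differences of -3.23 for Ifng, -4.62 for Il4, -2.90 for Ctla4, -2.73 for Cxcl2, -1.66 for Ccl4, -1.54 for Tnf, -1.05 for Ccl3 and -0.65 for Cd27.

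By list, NK receptors and adaptors were the 1 group relatively higher in IEL, with 5 of 7 members over 2-fold (median 0.47). 12 lists were relatively lower: proliferation (17 of 21 members, median -1.68), chemokines (6 of 6, -1.66), cytokines (8 of 9, -1.11), Tfh (8 of 9, -1.84), Th1 (-1.66), Th2 (-0.90), Treg (-0.83), NF-kB (7 of 11, -1.33), immediate early genes (5 of 13, -0.74), chemokine receptors (-0.79), glycolysis (-0.68) and intraepithelial residence (-0.63). Several of these hold genes picked by the study, and without those genes the cytokine (-0.55) and Th2 medians (-0.58) were at percentiles of 4.96 and 6.38, among the random lists. With 16 added before log2, which shrinks differences between dim signals, the chemokine median was -0.11, among the random lists, with Ccl3 at 0.041 and Ccl4 at 5.46e-05, and the intraepithelial residence (-0.26), chemokine receptor (-0.37) and Th2 medians (-0.26) were among the random lists as well, at percentiles of 14.8, 4.91 and 9.52. Heat shock genes did not separate from the random lists (-0.19, or 0.04 with 75th percentile scaling). The 2 age profiles had a weak correlation across 5599 probes with signal over 100 on at least 1 array (Pearson r 0.136, Spearman rho 0.0476), and probes are not independent replicates. A shared part was larger than independence would give: 55 probes were over 2-fold higher with age in both tissues against 6.87, and 7 over 2-fold lower in both against 2.42. Opposite calls were also in excess, with 14 probes higher in IEL and lower in SP against 1.70, and 21 the other way against 9.78. By the difference of differences itself, 152 probes were over 2-fold relatively higher and 557 relatively lower in IEL; the share of higher probes was 21.4%, against 42.1% with 75th percentile scaling, 38.5% with quantile normalization and 30.8% with normexp (347 higher, 781 lower). The 2 scalings moved the median of all probes by 0.22 and 0.20. Normexp turned Ccl3 (1.34), Ccl4 (1.82), Cxcl2 (0.23), Gzma (-3.26), Phxr4 (-0.20), Cd27 (0.013) and the correlation (-0.175), and the residence, chemokine, chemokine receptor, NF-kB, immediate early, Th1, Th2, Treg and Tfh lists were then among the random lists.

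**Figure D2:**
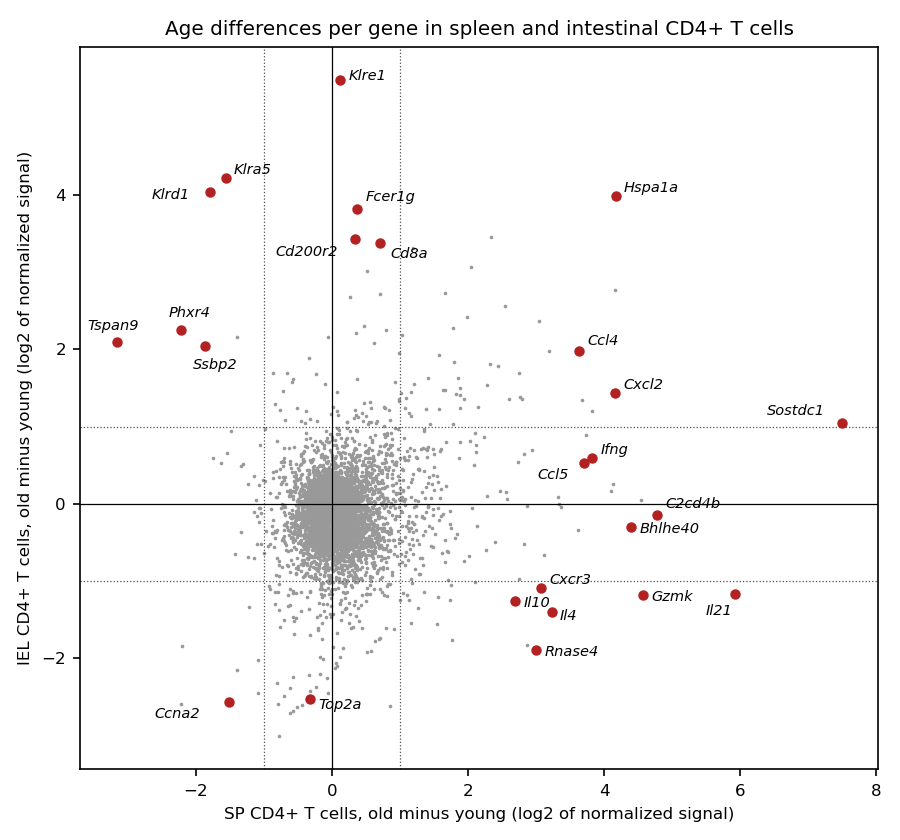
Each point is 1 gene with signal over 100 on at least 1 of the 4 arrays, with the log2 difference of old minus young SP CD4+ T cells on the x axis and of old minus young IEL CD4+ T cells on the y axis; dotted lines mark 2-fold and red points the genes written beside them. Klrd1, Klra5 and Klre1 lie high on the IEL axis and at or left of the middle on the SP axis, Sostdc1 and Il21 far to the right in SP, and Hspa1a in the upper right.

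The young arrays show how IEL CD4+ T cells differ from SP CD4+ T cells at 5 weeks of age. Young IEL expressed cytotoxic and tissue residence genes at far higher levels. Gzma went from 6.45 in SP to 2898 in IEL (8.81), and Gzmb, the main death-inducing granzyme, from 79.6 to 29877 (8.55). The kinase gene Dapk2 (7.73), Ccl4 (7.36), Cd8a (6.46) and Gzmk (6.39) followed. On the SP side were Dglucy (-4.08), Pxylp1 (-3.84), Pdlim4 (-3.82), the alpha globin gene Hba-a2 (-3.76), Ssbp2 (-3.65) and Ly6c1 (-3.49), a surface marker of some resting and memory T cells. Of 10 cytotoxic genes over 100, 9 were over 2-fold higher in IEL (median 2.91, Nkg7 5.82), as were 11 of 12 intraepithelial residence genes (median 3.30), among them the residency receptor gene Cxcr6 (5.71), Rgs1 (5.35) and Ahr, the sensor of dietary ligands that IEL need for upkeep (5.28). All 5 chemokine genes over 100 were higher (median 4.35, Xcl1 6.27, Ccl5 6.19), and cytokine genes had 6 higher and 1 lower of 7 (median 0.39), with Il21 at 6.16, Ifng at 5.22 and Il10 at 4.00. Proliferation genes had 18 of 21 members higher in IEL (median 2.05), Ccna2 by 4.98 and Cdk1 by 4.55. The Th1 (1.99, Il12rb1 4.96), Th17 (2.34), NF-kB (0.79), inhibitory receptor (0.65, Ctla4 3.95, Cd160 3.94), NK receptor (0.39), senescence (0.27, Cdkn1a 5.35), glycolysis (0.28, Hk2 4.46), immediate early (0.27, Nr4a2 5.25), Th2 (0.23) and myeloid marker lists (0.62) were also above the random lists. The NK receptor median was among them with undetected probes set to the lowest detected signal (-0.08, percentile 82.7) and with normexp (-0.037, percentile 71.5). The Th2 list was close to the limit, at a percentile of 97.7. The Tfh list (0.41) was above the random lists too, and its median without the genes picked by the study was -0.09, at a percentile of 70.5. Naive and central memory genes were lower, 8 of 9 of them over 2-fold (median -1.85), with Bach2 at -2.71, Satb1 at -2.63 and Ccr7 at -2.16; the Treg list (-0.76) and ribosomal proteins (-0.62, Rpl23 -1.10, Rps3 -0.93) were lower too, the latter with a median of -0.23 and a percentile of 7.98 after quantile normalization. Cd27 was at -1.65. Among 5268 probes over 100, 409 were higher and 544 lower in IEL, a share of 42.9% higher that became 56.9% with 75th percentile scaling and 54.1% with quantile normalization, which moved the median of all probes by 0.14 and 0.24. With normexp it was 72.5% (583 higher, 221 lower), Ccr7 (0.49), Dapk2 (-0.35), Rpl23 (0.00095) and Rps3 (3.18) changed direction, and the naive, cytokine, immediate early, Treg, ribosomal and myeloid lists were among the random lists.

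In old mice, IEL CD4+ T cells again had far higher signals of cytotoxic genes than SP CD4+ T cells, and of NK receptor genes as well. Gzma went from 6.81 in old SP to 7898 in old IEL (10.18), and Gzmb was at 8.45, Dapk2 at 7.33 and Cd8a, as the mean of 2 probes, at 7.07. Klra5 (8.37), Fcer1g (7.26), Klrd1 (5.07) and Klre1 (4.93) were now among the largest differences, and Cd244a, not above the blank spots in SP, was at least 703-fold higher. Of 7 NK receptor genes over 100, 5 were over 2-fold higher in IEL (median 0.85), beside 8 of 10 cytotoxic genes (median 1.75, Nkg7 3.64) and 11 of 14 intraepithelial residence genes (median 3.18, Cd200r2 6.33, Gpr34 4.14). Chemokines (0.95, Ccl4 5.70, Ccl5 3.03), senescence genes (0.63), proliferation (0.24), Th17 (1.40) and Th1 (0.18) also lay above the random lists. Genes of the follicular helper programme were higher on the SP side, 7 of 9 over 2-fold (median -1.66), with Cxcr5 at -3.02 and Pdcd1 at -2.48. The Treg list (-0.75, Izumo1r -2.94), ribosomal proteins (-0.59) and naive genes, 9 of 9 of them (median -2.24, Lef1 -3.53, Bach2 -3.06), were lower in IEL as well; after quantile normalization the Treg (-0.24) and ribosomal medians (-0.25) were among the random lists. Sostdc1 (-5.66), Tmie (-5.57), Mapk12 (-4.47), Serpina9 (-4.42), Nrn1 (-4.41) and the sodium pump subunit gene Atp1b1 (-3.91) were the 6 largest differences toward SP. Oxidative phosphorylation (-0.04) and epithelial markers (-0.15) lay above the random lists despite negative medians, where the median of all probes was -0.46, and their medians became 0.33 and 0.22 with 75th percentile scaling and 0.24 and 0.34 with quantile normalization. With undetected probes set to the lowest detected signal, the oxidative phosphorylation list lost its call (-0.04, percentile 96.7). Of 5311 probes over 100, 239 were higher and 676 lower in IEL; the share of higher probes was 26.1%, but 58.6% with 75th percentile scaling (434 higher, 307 lower), 53.1% with quantile normalization (389 higher, 343 lower) and 47.8% with normexp (289 higher, 316 lower). The direction of the majority thus depends on the processing, and the first 2 of these moved the median of all probes by 0.37 and 0.44. Dapk2 was at -0.43 with normexp, which also put the Th1, Th17, Treg, ribosomal and epithelial lists among the random lists; 16 added before log2 did so for the Treg list and random lists without matching for the Treg and ribosomal lists.

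The cd27cd28 and others fractions of old IEL were compared with each other, and no gate is assumed from their names. The cd27cd28 fraction had less Cd28, the costimulatory receptor whose loss marks repeatedly stimulated T cells, at 851 against 4608 in others (-2.44), while Cd27 was dim on both arrays, at 38.0 and 65.4. Some single chemokine and cytotoxic genes were over 2-fold higher: Ccl4 went from 5962 in others to 13951 (1.23), Ccl3 was at 1.07 and the pore-forming protein gene Prf1 at 1.01. The cytotoxic genes Gzma (0.63) and Fasl (0.69) and the cytokine gene Ifng (0.57) were under 2-fold and were not called. With normexp Gzma was at 6.25 and Ifng at 1.30, and Cd28, at -0.68, was under 2-fold. Prodh (1.34), Mras (1.31), Flrt3 (1.18) and the olfactory receptor genes Olfr229 (1.40) and Olfr44 (1.25) complete the 6 largest increases. The largest decreases were the Paneth cell genes Defa36 (-7.24), Defa39 (-6.93), Defa22 (-6.64), Lyz1 (-6.50) and Defa21 (-6.43), where the alpha defensin paralogs are so alike that 1 transcript can give signal on several probes. S1pr1, which lets T cells leave tissues, went from 555 in others to 7.95 in cd27cd28 (-6.13), but with normexp it was at 0.24. The lectin gene Itln1 was at least 118-fold, Tspan8 at least 72.3-fold and Lypd8 at least 71.4-fold lower, and Agtr1a, Trpv6 and Tgfa, dim and above the blank spots in cd27cd28 only, at least 9.92-fold, 4.31-fold and 3.55-fold higher.

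Costimulatory receptor, Tfh, Th17, cytokine and naive genes were lower in cd27cd28. The costimulatory list had 4 of 6 members over 2-fold lower (median -1.21, Tnfrsf4 -3.01, Icos -1.66), Tfh genes 4 of 6 (median -1.39, Cxcr5 -3.71, Il21 -1.88), Th17 genes 3 of 5 (median -1.88, Ccr6 -3.13, Il17f -2.75), cytokines 5 of 8 (median -0.91, Il2 -2.93) and naive genes 3 of 5 (median -0.78, Nsg2 -3.17). NK receptors had 3 of 6 lower (median -0.61, Fcer1g -3.57, Klre1 -3.01, Klrd1 -2.22), though normexp gave Klre1 at 0.11 and Klrd1 at 0.50. The Th2 list (-0.06) was among the random lists. The Treg (-0.59, Izumo1r -3.88), Th1 (-0.33), inhibitory receptor (-0.48, Tox -1.30), chemokine receptor (-0.21), chemokine (-0.18, 2 of 6 higher and 2 lower), proliferation (-0.45, Ccna2 -1.24), heat shock (-0.13) and housekeeping lists (-0.13) were below the random lists as well, the heat shock list not after quantile normalization (-0.13, percentile 4.43). Cytotoxic effectors (0.53, 1 of 11 over 2-fold), immediate early genes (0.32, Jun 1.01) and T cell identity (0.39, Cd3e 0.42, Cd4 0.43) were above them. Cd8a was at 0.25. Markers of other cell types differed as well: epithelial genes had 7 of 11 members over 2-fold lower in cd27cd28 (median -1.06, Cdh17 -5.99, Krt8 -5.77, Reg3b -5.29) and myeloid and antigen-presenting genes 4 of 6 (median -1.61, Lyz2 -5.87). The myeloid list holds 6 measured genes that epithelium also uses, Lyz2 among them. Without these, only 1 of 9 measured members had a signal over 100, so the list is no clear sign of myeloid cells. Among 5520 probes over 100, 29 were over 2-fold higher and 152 over 2-fold lower, and 3 lists lay above and 16 below the random lists. Normexp turned the majority, with 215 higher and 121 lower, or 64.0% higher, among the 1821 probes that then had a signal over 100. It turned Icos (0.20), Il21 (0.076) and Jun (-0.0077) as well, and the T cell identity, NK receptor, cytokine, chemokine, chemokine receptor, immediate early, heat shock, Th1, Treg and housekeeping lists were then among the random lists.

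**Figure D3:**
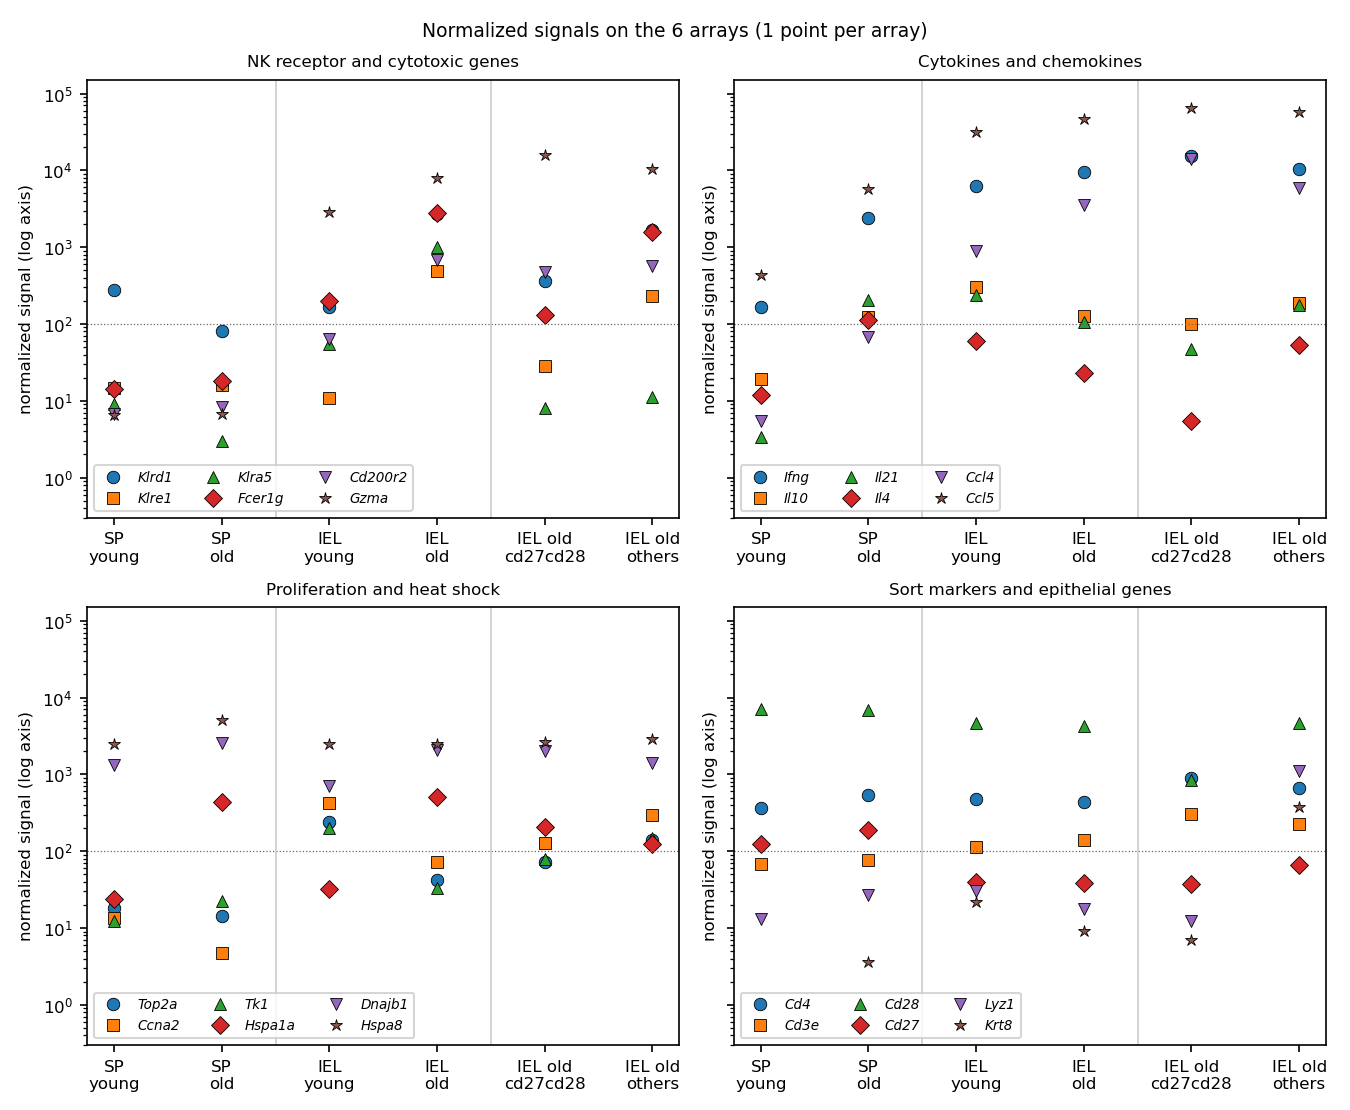
The y axis gives the normalised signal on a log scale for 6 genes in each of 4 panels, with 1 point per array and the 6 arrays on the x axis; the dotted line marks a signal of 100, and a missing point was not above the blank spots. Klra5 reads 1007 on the old IEL CD4 array but 7.98 and 11.1 on the 2 further old IEL fractions, and Lyz1 and Krt8 are brightest in the others fraction.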

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

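All tests of explanations in this part but the one on handling of the old samples were chosen after the result had been seen. The results listed next drew attention because they were over 2-fold or past the random lists in opposite directions with age in the 2 tissues, each on 1 array per group, and the difference was not tested. Expressed as the IEL minus the SP age difference, Il21, the helper cytokine for B cells, was at -7.08 and the cytokine gene Il10 at -3.95. The ribonuclease gene Rnase4 was at -4.89, the Th1 chemokine receptor gene Cxcr3 at -4.17, the interleukin 12 receptor subunit gene Il12rb1 at -3.11, the NF-kB regulator gene Nfkbiz at -3.10 and the stress gene Gadd45b at -2.80, all higher with age in SP and lower in IEL as reported. In IEL, Cxcr3 (-0.93 and -0.99), Il12rb1 (-0.93 and -0.90) and Gadd45b (-0.97 and -0.94) were under 2-fold with quantile normalization and 75th percentile scaling. Normexp turned Cxcr3 (0.63), Il12rb1 (0.61) and Il10 (0.19) upward in IEL. It also put Nfkbiz in IEL at -0.21, under 2-fold, and the IEL minus SP differences of Il21 and Il10 at -1.87 and -0.84, both without a call. In the opposite sense, Klrd1 was at 5.82, Tspan9 at 5.25, Phxr4 at 4.47 and Ssbp2 at 3.90, but with normexp Klrd1 was at 0.029 and Il12rb1 at -0.082 in SP and Phxr4 at -0.20 for the difference. Of the lists, Tfh genes were at -1.84, Th1 genes at -1.66, NF-kB genes at -1.33 and Th2 genes at -0.90, and with normexp each of these 4 lists lost its call for age in IEL.

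NK receptor and adaptor genes were higher in old than young IEL CD4+ T cells, with a list median of 0.61. After quantile normalization the median was 0.69 and still above the random lists. Those lists come from the same 2 arrays and shift with them. This percentile therefore decides little about scaling as the cause, although the median itself did not shrink. From these arrays alone, contaminating NK or innate lymphoid cells, which the CD3+CD4+ sort should remove, cannot be told apart from a change in the CD4+ T cells: their markers had a median of 0.085, among the random lists, with Eomes at 42.5, Gzmc at 24.8, Klrb1c at 8.62 and Ncr1 at 2.69 on the old IEL array, but 0 of the 11 markers passed a signal of 100 on any of the 6 arrays, so their probes are not known to respond. The paper's single cell data report Klrd1, Klre1 and Fcer1g in an IEL CD4+ T cell subset that was increased in old mice, so such T cells can carry these genes. That experiment used other cells and does not measure contamination of these arrays. CD8ab T cells, which the CD3+CD4+ sort should remove as well, cannot be told apart from the CD4+ T cells either: Cd8b1 was at -1.48, but its probe read 465 and 321 on the SP arrays of CD4+ T cells. Gamma delta T cells could not be looked at, since none of the T cell receptor gamma and delta genes looked up has a named probe here. Age itself stays open as the biological explanation and was not tested.

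Heat shock genes were higher with age in both tissues, with medians of 0.92 in SP and 0.89 in IEL. The lower of both medians was 0.91 after quantile normalization, above the random lists. Because the random lists shift with their arrays, this decides little about scaling, although the lower median itself did not shrink. Handling of the old samples, such as longer cell isolation, and age itself cannot be told apart, since the list was above the random lists on each of the 3 old IEL arrays against the same young array, with medians of 0.89, 0.79 and 0.81, and the young and old samples may have been prepared apart. Hspa1a read 502, 209 and 124 on these arrays and 31.8 on the young IEL array.

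Epithelial genes were higher on the others array than on the cd27cd28 array, led by Paneth cell products. The epithelial marker list was higher on others than on each of the other 3 IEL arrays, with a lowest median of 1.06 and 11 of its members over a signal of 100, Lyz1 at 1099 and Krt8 at 375 among them. Epithelial cells or their RNA cannot be told apart from another source of these transcripts, because the same list defines the pattern and the labels do not say how this fraction was gated. Paneth cell genes outside the list were higher too, such as Defa22 at 2556 on others and 25.6 on cd27cd28. They were named as the largest differences of this comparison, so they describe the pattern and are no separate test of its source. Myeloid cells cannot be told apart from an epithelial source either, because without 6 genes that epithelium also uses the myeloid markers had a median of 0.55 but only 1 of 9 measured members over a signal of 100. A biological explanation was not tested, since the gates of these fractions are not given.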

How the results depend on the processing

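All alternatives in this part were planned before the data were examined, except for leaving the genes that the study names out of the lists. No paired analysis was possible because each group has 1 array. Of the 254 gene differences, 192 list medians and 25 counts or correlations, all genes and counts kept their direction and side of the thresholds with the value table of the authors, and 3 lists near the percentile limits passed them. Of these, the Th2 list of young IEL against SP was already above the random lists in its comparison, at a percentile of 97.7. The alternatives were set against another draw of random lists, in which it was not. With the brightest probe per gene no gene or list changed. Quantile normalization and 75th percentile scaling each ended the call of 14 genes, 11 and 12 of them by a difference under 2-fold and 3 and 2 by a signal under 100, and quantile normalization ended 6 list calls, put 1 more called list on the other side of the middle of the random lists and added 5 calls, that same Th2 list among them, and 75th percentile scaling changed 0 lists. The latter multiplies each array by 1 factor, which moves a list and its random lists alike, so it could not change a list call. With undetected probes set to the lowest detected signal, 1 gene and 7 lists lost their call and 2 lists gained one. With 16 added before log2, 9 genes and 8 lists lost their call in the same direction, 2 more genes and 1 more list lost it past 0 or the middle of the random lists, and 4 lists gained one. Random lists without matching ended 5 list calls. Without the genes that the study names, 11 of 72 list medians lost their call and 2 gained one. Signal over background limits dim probes: a detected probe can be as dim as 1.80, so large log2 differences from signals of a few units are imprecise, while 24 spots of a control vary with a log2 SD of up to 0.212.

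The counts depend on thresholds by construction, and of the genes with a call 53 lost it with the 3-fold threshold and 50 with the signal minimum of 200. Given as higher and lower, with no signal minimum they were 732 and 276 for age in SP, 455 and 643 for age in IEL, 886 and 1944 for young IEL against SP, 546 and 2620 for old IEL against SP, 219 and 599 for cd27cd28 against others, and 579 and 1703 for the difference of age differences. With a 3-fold threshold they were, in that order, 94 and 16, 62 and 64, 251 and 188, 140 and 198, 0 and 97, and 69 and 192. With a signal minimum of 200 they were 134 and 30 for age in SP, 84 and 110 for age in IEL, 337 lower in young IEL, 402 lower in old IEL, 19 and 95 for cd27cd28, and 95 and 350 for the difference of age differences. For old IEL against SP, 75th percentile scaling gave 434 and 307 and quantile normalization 389 and 343. For the difference of age differences the former gave 265 and 365 and the latter 243 higher. These scalings move the median of all probes, as given with the comparisons. Adding 16 gave 17 higher probes for cd27cd28, and for the difference of age differences a chemokine median of -0.11, with Ccl3 at 0.041 and Ccl4 at 5.46e-05, on the other side of the middle of the random lists or of 0. Quantile normalization gave a ribosomal median of 0.066 for age in SP. Random lists without matching left 2 lists below them for old IEL against SP.

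Normexp changed most, and the local background that it removes tracks the signal of its own spot, with a Pearson r between 0.899 and 0.946; whether this is the cause was not tested. Its counts, as higher and lower, were 251 and 363 for age in SP, 167 and 546 for age in IEL, 583 and 221 for young IEL against SP, 289 and 316 for old IEL against SP, 215 and 121 for cd27cd28 and 347 and 781 for the difference of age differences, with a correlation of both age differences of -0.175. Lists below the random ones were then 1 for age in SP, 1 for age in IEL (3 above), 0 for young IEL, 2 for old IEL, 8 for cd27cd28 (1 above) and 6 for the difference of age differences (2 above). List medians on the other side of the middle of the random lists were naive 0.072, costimulatory -0.019 and ribosomal 0.13 for age in SP, cytotoxic -0.26 for age in IEL, ribosomal 0.24 for young IEL, Th17 -0.047 for old IEL, immediate early 0.023, heat shock 0.088 and Treg 0.0087 for cd27cd28, and intraepithelial residence -0.014 for the difference of age differences. Genes of opposite sign with a call before or after were Fos -0.52, Icos -0.0089, Il12rb1 -0.082, Klrd1 0.029, Litaf -0.10, Tnfrsf4 -0.059 and Tnfrsf9 -0.23 for age in SP. For age in IEL they were Cxcr3 0.63, Gzma -3.16, Ifng -1.43, Il10 0.19, Il12rb1 0.61, Il17f 0.026 and Xcl1 -1.69, and for young IEL against SP Ccr7 0.49, Dapk2 -0.35, Rpl23 0.00095 and Rps3 3.18, next to Dapk2 -0.43 for old IEL. For cd27cd28 they were Icos 0.20, Il21 0.076, Jun -0.0077, Klrd1 0.50, Klre1 0.11 and S1pr1 0.24, and for the difference of age differences Ccl3 1.34, Ccl4 1.82, Cxcl2 0.23, Gzma -3.26 and Phxr4 -0.20. In the same direction, 112 further genes and 39 further lists lost their call, and 4 genes and 6 lists gained one. A further 8 genes without a call before or after changed sign.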

Other observations

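Both mixture tests in this part were chosen after the result had been seen. The further old IEL fractions can be set beside the young IEL array, although age and fraction then differ together. All 3 old IEL arrays are set against the same young array, so their differences are not independent, and a deviation of that array would show in each. Proliferation genes were lower on all 3 old IEL arrays, with medians of -1.92 on old IEL CD4, -1.12 on cd27cd28 and -0.42 on others, each below the random lists, and Top2a read 243 on young IEL against 42.3, 71.8 and 140.5. On the fractions the random lists were themselves raised, so a median is read against the upper limit of its own random lists and not against the median on another array. NK receptor genes had medians of 0.61, 0.81 and 1.05 against limits of 0.14, 0.79 and 0.65, close to the limit on cd27cd28, where Fcer1g (131 against 200) and Klra5 were below young IEL. Intraepithelial residence genes had 0.20, 0.86 and 0.65 against limits of 0.09, 0.68 and 0.51, and cytotoxic effector genes on the fractions 1.10 and 0.60 against 0.73 and 0.57. The cytotoxic median of 0.16 on old IEL CD4 lost its call after quantile normalization (0.17, percentile 92.6), and with normexp it was -0.26. Naive genes lay below the random lists on each, at -0.54, -0.78 and 0.01, the last with a positive median where the random lists were higher still. Gzma was at 2898 on young IEL and at 7898, 16022 and 10347 on the old arrays, although with normexp its difference between old and young IEL CD4 was -3.16, and the actin regulator gene Scin at 289 against 3175, 6252 and 2879. By qPCR the paper found more Gzma in old than in young IEL CD4+ T cells.

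Single genes differed between the old IEL arrays. Klra5, an NK receptor gene, read 1007 on the old IEL CD4 array but 7.98 on cd27cd28 and 11.1 on others, while its young IEL signal was 54.1. Irs2, an insulin signalling gene, read 820.4 on old IEL CD4 and 187 and 174 on the fractions. S1pr1 read 479 on young IEL, 491 on old IEL CD4 and 555 on others but 7.95 on cd27cd28. Fcer1g was at 2807 on old IEL CD4, 131 on cd27cd28 and 1555 on others. The alpha globin gene Hba-a2 read 170 and 163 on the SP arrays against 12.6 on young IEL.

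A hypothesis was that the old IEL CD4 population may be a mixture of the 2 further fractions, in which case its signal should lie between theirs. A mixture of the very cells on the 2 fraction arrays is argued against by 6 probes with a signal over 100 on the old IEL CD4 array that lay over 2-fold above both fractions, as reported and after quantile normalization. They were Klra5 (1007 against 7.98 and 11.1), Irs2 (820.4 against 187 and 174), Klra6 (117 against 14.6 and 44.7), Hspa1a (502 against 209 and 124), Klre1 (494 against 28.4 and 229) and 1 probe unnamed here, and no share of the 2 fractions gives such signals. Whether a mixture of such cells from other mice or after another handling would do so cannot be told apart from another composition, because no repeat array shows how far 2 arrays of the same cells differ. Of 177 probes over 2-fold apart between the fractions, 116 lay within their range on the old IEL CD4 array and 13, or 7.34%, over 2-fold outside it, against 21.5% for the young IEL array. Of these 13, Klre1 was above both fractions and 12 were below both, most of them dim on the old IEL CD4 array, such as Agr2 at 3.19 and Defa24 at 4.19. Among those below were Defa17, Defa22, Defa23, Defa24, Defa32 and the epithelial marker gene Tff3, all brightest on others (Defa24 at 1521). They belong to the epithelial pattern of that array and so say little about a mixture of T cells. Of 128 of these 177 probes with a signal over 100 on the old IEL CD4 or the cd27cd28 array, 5 lay outside. Of the 5336 probes under 2-fold apart between the fractions, 76 lay over 2-fold outside their range, 73 of them below. After quantile normalization the counts were 7 of 166 probes, or 4.22%, and 13 of 5009, so most of the signals below both fractions depend on the scaling. The bounds of both tests were set after these counts had been seen.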
